# An Analysis of the Myocardial Transcriptome in a Mouse Model of Cardiac Dysfunction with Decreased Cholinergic Neurotransmission

**DOI:** 10.1371/journal.pone.0039997

**Published:** 2012-06-29

**Authors:** Ashbeel Roy, Aline Lara, Diogo Guimarães, Rita Pires, Eneas R. Gomes, David E. Carter, Marcus V. Gomez, Silvia Guatimosim, Vania F. Prado, Marco A. M. Prado, Robert Gros

## Abstract

Autonomic dysfunction is observed in many cardiovascular diseases and contributes to cardiac remodeling and heart disease. We previously reported that a decrease in the expression levels of the vesicular acetylcholine transporter (VAChT) in genetically-modified homozygous mice (VAChT KD^HOM^) leads to decreased cholinergic tone, autonomic imbalance and a phenotype resembling cardiac dysfunction. In order to further understand the molecular changes resulting from chronic long-term decrease in parasympathetic tone, we undertook a transcriptome-based, microarray-driven approach to analyze gene expression changes in ventricular tissue from VAChT KD^HOM^ mice. We demonstrate that a decrease in cholinergic tone is associated with alterations in gene expression in mutant hearts, which might contribute to increased ROS levels observed in these cardiomyocytes. In contrast, in another model of cardiac remodeling and autonomic imbalance, induced through chronic isoproterenol treatment to increase sympathetic drive, these genes did not appear to be altered in a pattern similar to that observed in VAChT KD^HOM^ hearts. These data suggest the importance of maintaining a fine balance between the two branches of the autonomic nervous system and the significance of absolute levels of cholinergic tone in proper cardiac function.

## Introduction

In many cardiovascular diseases an over-activation of sympathetic tone coupled with a decrease in parasympathetic tone is observed [1], [2], [3]. This leads to an imbalance between the two branches of the autonomic nervous system (ANS) that seem to contribute to cardiac remodeling. The ANS is the main regulator of cardiac output and, as such, plays a vital role in maintaining proper heart function. Recently, we reported that a systemic reduction in the vesicular acetylcholine transporter (VAChT; [4]), the protein responsible for packaging ACh into synaptic vesicles at parasympathetic nerve terminals, leads to a phenotype which resembles cardiac dysfunction in mice [5]. The mutant hearts have altered calcium handling and show changes in myocyte contractility, causing decreased left ventricular fractional shortening in the VAChT mutant mice [5]. Furthermore, these pathological changes can be reversed through treatment with pyridostigmine, a peripheral cholinesterase inhibitor, thus suggesting that cardiac dysfunction in these mice results from a reduction in cholinergic tone [5].

These results are in agreement with a number of recent publications which indicate that increased levels of ACh can be protective and increase survival in experimental models of heart failure. For example, vagal stimulation improves outcome in experimental models of heart failure in rats [6]. It has also been reported that chronic treatment with the cholinesterase inhibitor donepezil, an anti-Alzheimer’s drug, can reduce both cardiac hypertrophy and remodeling and increase survival rates in rat and mouse models of heart failure [7], [8]. Acetylcholine, released from vagal nerve terminals, has also been shown to have cardioprotective effects through its ability to activate the phosphatidylinositol-3-kinase (PI3K)-Akt pathway [6]. Moreover, a switch to a cholinergic phenotype occurs in sympathetic terminals in mice as well as in humans in heart failure and genetic inhibition of this transdifferentiation in mice worsens outcomes in experimental heart failure [9]. Hence, whereas higher levels of acetylcholine seem to be cardioprotective, lower levels are usually related to increased heart dysfunction.

In order to gain insight into potential molecular changes that may occur in the heart under conditions of chronically decreased cholinergic neurotransmission, we undertook a microarray-driven, transcriptome-based analysis of hearts from VAChT KD^HOM^ and wild-type (WT) mice. Our goal was to determine whether long-term decrease in ACh levels leads to alterations in gene expression profiles that could contribute to heart dysfunction.

We demonstrate here that chronic reduction in cholinergic neurotransmission in VAChT mutant mice is associated with altered gene expression in the heart. Of the changes observed, increased levels of the enzyme purine nucleoside phosphorylase could contribute to increased reactive oxygen species (ROS) levels. We found indeed that cardiomyocytes of mutant mice present an increase in ROS. Interestingly, we demonstrate that the alterations in gene expression observed in ventricles from VAChT mutant mice are distinct from those observed in a model of cardiac dysfunction with increased sympathetic drive, indicating the importance of absolute levels of cholinergic tone in regulating cardiac function.

## Methods

### Animal Models and Drug Administration

VAChT KD^HOM^ mice were generated as previously described [4]. Three-month old male wild-type (WT) and VAChT mutant mice in a mixed C57BL6/j background (backcrossed for 3 generations only, as further backcrossing onto the C57BL6/j background causes infertility in this genotype) were used for all of the experiments. Mice were housed in groups of 4 per cage in a temperature-controlled room with a 12/12 light/dark cycle. Food and water were provided *ad libitum*.

For the isoproterenol infusion experiments, 3-month-old male wild-type mice from the colony were treated with isoproterenol (Sigma-Aldrich, Mississauga, Canada) at a dose of 60 mg/kg/day or saline for two weeks using the Alzet Osmotic Pumps (Model 2002, Durect Corporation, USA) and maintained in the Animal Care Facility for an additional two weeks. All animals used in these studies were maintained at the University of Western Ontario (UWO, London, Canada) and experiments were performed following the guidelines and protocols approved by the University Council on Animal Care (UCAC) for animal research.

### RNA Microarray Analysis

All sample labelling and GeneChip processing was performed at the London Regional Genomics Centre (Robarts Research Institute, London, Ontario, Canada; http://www.lrgc.ca). RNA quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Palo Alto, CA) and the RNA 6000 Nano kit (Caliper Life Sciences, Mountain View, CA). Single stranded complimentary DNA (cDNA) was prepared from 2.0 µg (ventricle extracts) of total RNA as per the Affymetrix GeneChip Whole Transcript (WT) Sense Target Labeling Assay Manual (Affymetrix, Santa Clara, CA). 5.5 µg of single stranded DNA was synthesized, end labeled and hybridized, for 16 hours at 45°C, to Mouse Gene 1.0 ST arrays to probe a set of 33,000 genes. All liquid handling steps were performed by a GeneChip Fluidics Station 450 and GeneChips were scanned with the GeneChip Scanner 3000 7G (Affymetrix, Santa Clara, CA) using Command Console v1.1. Probes were summarized to gene level data in Partek Genomics Suite v6.5 (Partek, St. Louis, MO) using the RMA algorithm [10]. Partek was used to determine gene level ANOVA p-values, fold changes and GO (Gene Ontology) enrichment, using a Fisher’s exact test. Differentially expressed genes were selected based on an ANOVA p-value of less than 0.05 and 1.3 fold increase or decrease between WT and KD samples. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE37458 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE37458).

### Quantitative RT-PCR

Total RNA was extracted using the Fatty and Fibrous Tissue RNA Extraction Kit (Bio-Rad Laboratories, Mississauga, Canada) according to the manufacturer’s protocol. Total RNA from whole hearts was eluted in 80 µl of Elution Solution. Quantification and quality analysis of RNA in the extracted samples was done by microfluidic analysis using the Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Palo Alto, CA). All RNA samples used for the reverse transcription reaction had an RNA integrity number of ≥8.0. 20 µl of cDNA was synthesized from 500 ng of total RNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Streetsville, Canada) following the manufacturer’s instructions. cDNA was subsequently subjected to qPCR on a CFX-96 Real Time System (Biorad) using the iQ SYBR GREEN SUPERMIX (Biorad). The PCRs were cycled 40 times after initial denaturation (95°C, 3 min) with the following parameters: 95°C for 10 s, annealing and extension at 60°C for 30 s. For each experiment, a non-template reaction was used as a negative control. Relative quantification of gene expression was done with the DD*CT* method using β-actin gene expression to normalize the data. All primers used for qPCR were validated before use to confirm that efficiency was within the required range. Sequences of primers used are available upon request.

### Immunoblotting

Whole hearts were placed in modified ice-cold RIPA buffer and homogenized using a motorized Dounce homogenizer. 40–80 µg of protein lysates were separated using SDS-PAGE and transferred onto PVDF membranes. Antibodies, dilutions and their sources are as follows: anti-acetyl-CoA carboxyase (1∶1000; Cell Signaling), anti-ATP citrate lyase (1∶1000; Cell Signaling), anti-fatty acid synthase (1∶1000; Cell Signaling), anti-purine nucleoside phosphorylase (1∶200; Santa Cruz Biotechnology), anti-α-tubulin (1∶3000; Sigma-Aldrich), and anti-α-actinin (1∶2000; Sigma-Aldrich). α-tubulin or α-actinin was used as a loading control for all samples and the protein was quantified using densitometry analysis.

### Cardiomyocyte Isolation

Adult ventricular myocytes were isolated as previously described [11]. Briefly, hearts were rapidly removed and perfused via the Langendorff method with Ca^2+^-free modified Tyrode solution until the blood was cleared. Hearts were then perfused with Tyrode solution containing 100 µM CaCl_2_ along with 1.4 mg/ml collagenase (type 2; Worthington, Lakewood, NJ) and 0.04 mg/ml protease (type XIV; Sigma, St. Louis, MO) until they were soft (∼10 min). The hearts were removed from the perfusion apparatus, minced into ∼1- mm chunks, and stirred for 4 min in Tyrode solution containing 0.1 mM CaCl_2_, 0.7 mg/ml collagenase, and 0.02 mg/ml protease. Cells were filtered through a 200- µm mesh to remove tissue chunks, and extracellular Ca^2+^ concentration was raised to 0.5 mM over 10 min through three centrifuge cycles.

### ROS Measurements

MitoSOX Red (Invitrogen) was used to measure mitochondrial reactive oxygen species (ROS) production. Isolated cardiomyocytes were loaded with MitoSOX Red (3 µmol/l) in DMEM for 20 min at room temperature, followed by washout. Confocal images were obtained by excitation at 514 nm and measuring the emitted light at 585 nm in cardiomyocytes bathed in normal Tyrode’s solution. The confocal imaging was performed with a Zeiss LSM 510META confocal microscope (CEMEL-Confocal Microscopy Facility, ICB/UFMG).

### Statistical Analyses

Results of qPCR, immunoblotting and MitoSOX experiments are provided as mean ± SEM. The student’s t-test was used to assess statistical differences between two experimental groups using SigmaStat software. P<0.05 was considered statistically significant.

## Results

### Analysis of Transcriptional Alterations in VAChT KD^HOM^ Hearts

We have previously demonstrated that VAChT KD^HOM^ mice with reduced cholinergic neurotransmission develop cardiac dysfunction [5]. To determine the transcriptional alterations in VAChT mutant mice, we performed a microarray analysis using total RNA isolated from ventricles obtained from VAChT KD^HOM^ and age-matched WT mice. 

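RNA of 3-month-old male mice was hybridised to 6 Mouse Gene 1.0 ST arrays, 3 labelled WT and 3 labelled VAChT KD HOM. Slc18a3, which encodes VAChT, the transporter that loads acetylcholine into synaptic vesicles, read 7.31, 7.42 and 7.11 (log2) on the arrays labelled WT 1, 2 and 3, and 7.24, 6.78 and 7.58 on the arrays labelled VAChT KD HOM 1, 2 and 3. Its log2 difference, VAChT KD HOM minus WT, was -0.08 (standard error 0.20, adjusted p = 0.873 from limma, n = 3 arrays in each group), so the targeted gene did not separate the labelled groups. Chat, which encodes the enzyme that makes acetylcholine, differed by -0.02 (standard error 0.15), and Slc5a7, the high-affinity choline transporter, by -0.17 (standard error 0.11), both at a signal close to background. Where the Slc18a3 probe set lies relative to the altered part of the allele is not known here, so this is a weak check of the labels, and the arrays are named below by their labels. By RT-qPCR, the paper shows Ogdhl and Rnase4 lower and Tsen15, Gas5, Kpna2 and Socs4 higher in the mutants (Fig. 1), and Pnp and Pnp2 higher (Fig. 2), which does not settle the label of any array.

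Each array held a pool of 2 RNA samples according to the sample records, so that the p-values measure the spread between 3 pools in each group. The records give heart, in 1 place whole heart, as the tissue and C57BL/6 as the strain, where the paper gives ventricles and a mixed C57BL6/j background with 3 generations of backcrossing. The authors summarised the probes to 1 log2 signal per probe set with RMA, which corrects the background and equalises the arrays, in Partek Genomics Suite 6.5. These deposited log2 values were used without further normalization. They cover 35556 probe sets, of which 21789 are listed with 1 gene symbol, 1621 with several and 12146 are unlisted in the annotation used here. The median signal was 6.98, 6.93 and 6.91 on the arrays labelled WT 1 to 3 and 6.88, 6.89 and 6.84 on those labelled VAChT KD HOM 1 to 3. Pairs of arrays correlated at 0.982 to 0.994 across probe sets, and no pair held identical values. The first principal component held 43.4% of the variance and ran from -43.9 for the array labelled WT 1 to 33.4 for the array labelled VAChT KD HOM 3. On it the arrays labelled WT lay at -4.21 or below and those labelled VAChT KD HOM at 7.45 or above. Group differences were tested with limma on the log2 values and adjusted by the Benjamini-Hochberg method over all probe sets. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1. Signal near that of the olfactory receptor genes, whose median was 4.71 and 95th percentile 6.51, was taken as close to background. Single ones read higher, such as Olfr767 at a mean of 9.08.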

Ventricular tissue was used for the microarray analysis due to the fact that the previous experiments with these mice revealed major alterations related to cardiac dysfunction in isolated, ventricular cardiomyocytes [5]. Therefore, we wanted to determine whether there were any changes in gene expression in ventricular tissue that may contribute to this dysfunction. A list of differentially expressed genes was generated by limiting the fold change to at least 1.3 with a significance of p≤0.05 **(Table S1)**. 

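At the probe sets of Table S1, the genes with the widest differences between the labelled groups were Ogdhl, an oxoglutarate dehydrogenase-like protein, at a log2 difference of -0.94, Tsen15, a subunit of the tRNA splicing endonuclease, at 0.63, and Pnp, a purine nucleoside phosphorylase, at 0.54. Klra9, a receptor of natural killer cells, followed at 0.41 and Camta1, a transcription activator, at 0.41. Nin, a centrosomal protein, lay at -0.38; the annotation lists its probe set as Gm9997 and that of Klra9 with no gene, so both names follow Table S1. These are the 6 of the 71 probe sets at which the labelled groups differed by at least 1.3-fold in the direction of the table.

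All 71 differences had the sign that the table gives, with 52 above and 19 below 0, but most were small against their error. Ccnb1ip1, a regulator of cyclin B, differed by 0.22 (standard error 0.33) and Snord1c, a small nucleolar RNA, by 0.24 (standard error 0.25). Those closest to the fold changes of the table were Nin, Idi1, of isoprenoid synthesis, at 0.37 (standard error 0.13), Phgdh, of serine synthesis, at -0.38 (standard error 0.14), Mphosph6 at 0.35 (standard error 0.14) and Tmem121 at -0.36 (standard error 0.14). No probe set of the table passed an adjusted p of 0.05 in limma, 6 passed an unadjusted p of 0.05, and Klra9 and Nin passed both that and the fold threshold. Klra9, Nin, Mphosph6 and Snord1c had a mean signal below the olfactory receptors' 95th percentile. With both arrays numbered 2 left out, a setting chosen after seeing the data, 64 of the 71 differed by at least 1.3-fold in the direction of the table and 67 passed an unadjusted p of 0.05, which is not independent evidence, as the study chose these genes on the same arrays. None passed the adjusted p without the arrays numbered 2, the lowest being 0.138 from limma. The arrays labelled WT 2 and VAChT KD HOM 2 were also exchanged between the groups, again a setting chosen after seeing the data. All 71 fold changes then lay within 3.6e-05 of those of the table, and all 71 passed the paper's thresholds with its ANOVA. The closing part weighs this exchange.

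**Figure D1:**
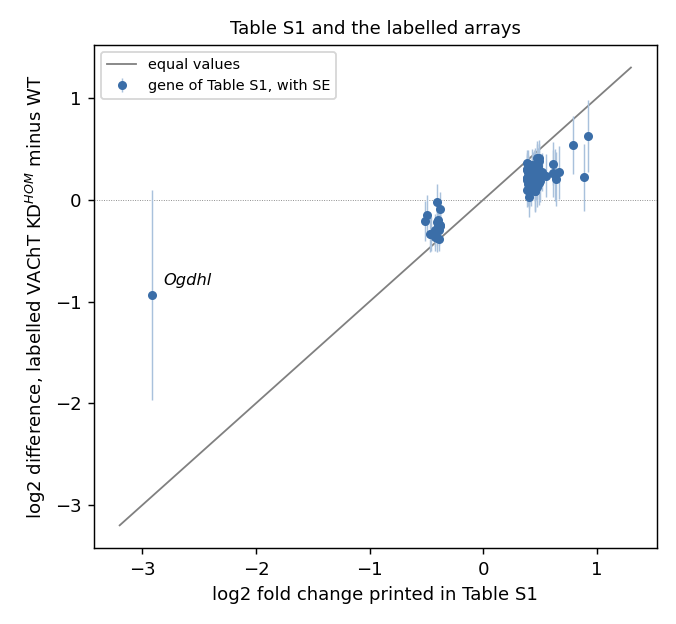
Log2 difference between the arrays labelled VAChT KD HOM and those labelled WT (vertical axis, with limma's standard error) against the log2 of the fold change that Table S1 prints (horizontal axis) for its 71 probe sets, with the line of equal values. Ogdhl lies at -0.94 on the vertical axis, and most of the other probe sets lie closer to 0 than the line.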

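Of 39 gene lists fixed before the data were examined, genes of the mitochondrial ribosome and small nucleolar RNAs were higher, and olfactory receptors lower, on the arrays labelled VAChT KD HOM than on those labelled WT, each by little, and these calls were lost when the correlation within a list was estimated from the data. The 77 mitochondrial ribosomal protein genes had a median log2 difference of 0.10, 6 of them were higher and none lower at an unadjusted p of 0.05, and examples are Mrpl13 at 0.33 (standard error 0.13), Mrpl36 at 0.28 (standard error 0.10) and Mrpl46 at 0.28 (standard error 0.08). Table S1 holds 3 genes of that list, so for those genes the list is not independent of the table. Among 51 small nucleolar RNAs, which guide the modification of ribosomal RNA, the median was 0.17, 7 were higher and none lower at 1.3-fold and an unadjusted p of 0.05, and examples are Snord33 at 0.51 (standard error 0.14) and Snord82 at 0.43 (standard error 0.08). The 1015 olfactory receptor genes had a median of -0.11, with 24 lower and none higher at both thresholds.

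With camera, limma's test of a list against the other genes at a preset correlation of 0.01, the adjusted p over the 39 lists was 7.91e-11 for mitochondrial ribosomal proteins, 2.34e-09 for small nucleolar RNAs and 5.33e-07 for olfactory receptors, and with an estimated correlation it was 0.903 for each of the 3. The arrays labelled WT 1 and VAChT KD HOM 3 lay at the ends, with mean log2 signals of 9.41 and 9.68 for mitochondrial ribosomal proteins against 9.46 to 9.52 on the other 4, and of 5.00 and 4.74 for olfactory receptors against 4.79 to 4.86. A further 8 lists passed 0.05 at the preset correlation and none with an estimated one. Respiratory complex I and the proteasome were higher (adjusted p = 0.0144 for both in camera), as were cytosolic ribosomal proteins (0.0354), fatty acid synthesis (0.0466) and atrial markers (0.00929). The array labelled VAChT KD HOM 1 nevertheless had the lowest mean log2 signal of the 6 for complex I (10.96 against 11.02 to 11.20) and for cytosolic ribosomal proteins (10.55 against 10.64 to 10.74), and for the proteasome only VAChT KD HOM 3 (9.98) lay above the WT arrays (9.83 to 9.89). Markers of neighboring organs, such as Actn3 and Tnni2 of skeletal muscle at -0.24 and -0.27, were lower (adjusted p = 0.00131), as were vomeronasal and taste receptors (0.0466) and immediate early genes (0.0466), among them Fos at -0.55 (standard error 0.16) and Nr4a1 at -0.44 (standard error 0.16). With a further quantile normalization the proteasome (0.269), cytosolic ribosomal proteins (0.233) and fatty acid synthesis (0.357) were not called, nor with median centring fatty acid synthesis (0.0744) and vomeronasal and taste receptors (0.0779). The call of the atrial list, which includes the atrial myosin light chains Myl7 at 0.40 and Myl4 at 0.21, the myosin-binding Mybphl at 0.26 and, on the other side, Clec3a at -0.19, and in which no member passed an unadjusted p of 0.05, ended without the array labelled VAChT KD HOM 3 (adjusted p = 0.282) or WT 2 (0.0552). That of immediate early genes ended without WT 2 (0.192), VAChT KD HOM 1 (0.134) or VAChT KD HOM 2 (0.071), and that of fatty acid synthesis without WT 2 (0.418), VAChT KD HOM 2 (0.0725) or VAChT KD HOM 3 (0.195). Only 5 lists were called without VAChT KD HOM 3: mitochondrial ribosomal proteins, small nucleolar RNAs, olfactory receptors, neighboring organs and immediate early genes. The calls of complex I, the proteasome, cytosolic ribosomal proteins and vomeronasal and taste receptors therefore also ended without that array.

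None of the 11 lists was called by fry, which asks whether a list moves one way on balance (lowest adjusted p = 0.636). No member of any list passed an adjusted p of 0.05 in limma, whether over all probe sets or adjusted over the list alone. Lists of purine salvage (camera adjusted p = 0.215), the cardiac stress program (0.0672), antioxidant and ROS-producing enzymes (0.0541), calcium handling (0.132) and the sarcomere (0.619) were not called. With both arrays numbered 2 left out, chosen after seeing the data, 8 of the 11 lists stayed called in the same direction at the preset correlation and none with an estimated one (lowest adjusted p = 0.952), and cytosolic ribosomal proteins (0.385), fatty acid synthesis (0.43) and immediate early genes (0.215) did not.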

The gene ontology (GO) analysis did not reveal robust alterations in any specific pathway in the mutant ventricles. However, a total of 71 genes showed differential expression between VAChT KD^HOM^ and WT mice, of which 52 genes were significantly up-regulated and 19 down-regulated.

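Between the labelled groups, 161 probe sets listed with a gene differed at the 2 thresholds of the paper, with the methods' ANOVA at an unadjusted p of 0.05 and at least 1.3-fold. Of these, 41 were higher and 120 lower on the arrays labelled VAChT KD HOM. This split turned to 54 higher and 45 lower after a further quantile normalization, and to 93 higher and 29 lower with median centring. The total of 161 ran from 52 without the array labelled WT 1 to 343 without the array labelled WT 3. With the arrays labelled WT 2 and VAChT KD HOM 2 exchanged, chosen after seeing the data, it was 79, 60 higher and 19 lower. On the arrays as labelled, 587 of all 35556 probe sets, listed with a gene or not, passed, 304 higher and 283 lower. The latter split widened to 338 higher and 181 lower after a further quantile normalization. With each array centred on its median it was 463 higher and 122 lower. The genes named here were chosen with limma in place of the ANOVA, from those past both thresholds with no overlap between the groups, and 12 of the 24 do not pass the ANOVA. The largest differences were those of Rny1, a small cytoplasmic Y RNA, at a log2 difference of 1.12 (standard error 0.25), and of 1 of the 19 probe sets of Trdn, triadin of the sarcoplasmic reticulum, at 1.01 (standard error 0.21). On the side of lower signal they were led by 3 olfactory receptors, Olfr767 at -0.72 (standard error 0.28), Olfr1494 at -0.70 (standard error 0.14) and Olfr1085 at -0.63 (standard error 0.20).

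Among the genes with higher signal were also Ppp1r12b, a regulatory subunit of myosin phosphatase, at 0.58 at 1 of its 7 probe sets, Cxcl9, a chemokine, at 0.57, Rpa3, of the single-strand DNA binding complex, at 0.56, and Hmcn1, an extracellular matrix protein, at 0.57. Those with lower signal included Slc19a1, the reduced folate carrier, at -0.58, the immediate early gene Fos at -0.55 and Cyp2c37, a cytochrome P450, at -0.56. The small nucleolar RNA Snord61 differed by 0.59 and the vault RNA Vaultrc5 by 0.55. Zinc finger genes Zfp931 and Zfp979 differed by 0.84 and 0.54, Tlcd4 by 0.67 and the uncharacterised BC023105 by 0.79. A further 6 genes were lower by similar amounts: 1700031F05Rik at -0.59, Adam34l at -0.58, Prp2 at -0.57, Pate11 at -0.56, Olfr320 at -0.56 and Svs3b at -0.55. The limma adjusted p of these 24 genes lay between 0.409 and 0.422. Trdn, Tlcd4, Snord61, Zfp979, Olfr1494, Olfr1085, 1700031F05Rik and Svs3b had a mean signal below the olfactory receptors' 95th percentile. At the brightest probe set of the gene the difference was 0.01 (standard error 0.07) for Trdn, -0.01 (standard error 0.08) for Ppp1r12b, -0.05 (standard error 0.08) for Slc19a1 and 0.23 (standard error 0.15) for Hmcn1. The Trdn probe set in Table S1 differed by 0.28 (standard error 0.18).

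With limma, 348 probe sets listed with a gene passed both thresholds, 119 higher and 229 lower. This split depended on the scaling, since 34.2% of those calls were higher on the values as deposited, 56.9% after a further quantile normalization and 81% with each array centred on its median. At an adjusted p of 0.05, limma called 1 probe set, which has no listed gene, against 4174 at an unadjusted p of 0.05, and the methods' ANOVA called 0. The groups did not overlap at 6809 probe sets, where chance gives 10%. The count at both thresholds in limma over all probe sets, 1348, was 841 without the array labelled WT 1, 2173 without the array labelled WT 2 and 2100 without the array labelled WT 3, and it was 2800 with both arrays numbered 2 left out, a setting chosen after seeing the data. From the genes past its thresholds (Table S1), the paper counts its differentially expressed genes, and from its gene ontology analysis it states that no pathway stood out.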

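On the arrays, Tsen15, Gas5, Kpna2 and Socs4 had a higher mean, and Rnase4 and Ogdhl a lower mean, in the group labelled VAChT KD HOM. For each of the 6 the values of the labelled groups overlapped. With the arrays labelled WT 2 and VAChT KD HOM 2 exchanged, chosen after seeing the data, the groups overlapped for none of the 6. Ogdhl, an oxoglutarate dehydrogenase-like protein of mitochondria, had the widest spread. It read 9.60 and 10.33 on the arrays labelled WT 1 and 3 but 7.21 on WT 2, and 7.06 and 7.09 on the arrays labelled VAChT KD HOM 1 and 3 but 10.17 on VAChT KD HOM 2. Its log2 signal was 9.05 ± 1.63 in WT and 8.11 ± 1.79 in VAChT KD HOM (SD, n = 3 arrays each), a difference of -0.94 (standard error 1.03, limma adjusted p = 0.700). Tsen15, a subunit of the tRNA splicing endonuclease, read 7.19 ± 0.74 and 7.81 ± 0.35 (SD, n = 3 each), a difference of 0.63 (standard error 0.35, limma adjusted p = 0.492).

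Gas5, a long non-coding RNA that hosts small nucleolar RNAs, differed by 0.27 (standard error 0.26, limma adjusted p = 0.656), and its other probe sets by 0.19, 0.29 and 0.20. Kpna2, the nuclear import adaptor importin alpha, differed by 0.21 (standard error 0.27, limma adjusted p = 0.749), and its other probe sets by 0.18 and 0.19. The sign of 0.21 was not stable, as it became -0.02 with array weights. With 1 array left out it ran from -0.052 without VAChT KD HOM 3 to 0.426 without WT 2. Socs4, of the suppressors of cytokine signaling, differed by 0.30 (standard error 0.18, limma adjusted p = 0.510). Rnase4, a secreted ribonuclease, differed by -0.15 (standard error 0.19, limma adjusted p = 0.748) at a probe set that the annotation shares with Ang, and its name here follows Table S1. A further probe set of Tsen15 differed by 0.10. Ogdhl, Socs4 and Rnase4 lie on chromosome 14, the chromosome of Slc18a3.

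With both arrays numbered 2 left out, a setting chosen after seeing the data, the differences were -2.89 (standard error 0.24) for Ogdhl, 1.16 (standard error 0.29) for Tsen15, 0.70 (standard error 0.17) for Gas5, 0.64 (standard error 0.21) for Kpna2, 0.59 (standard error 0.15) for Socs4 and -0.48 (standard error 0.12) for Rnase4, with limma adjusted p-values of 0.138 for Ogdhl and 0.453 to 0.464 for the rest; the study chose these genes on the same arrays.

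**Figure D2:**
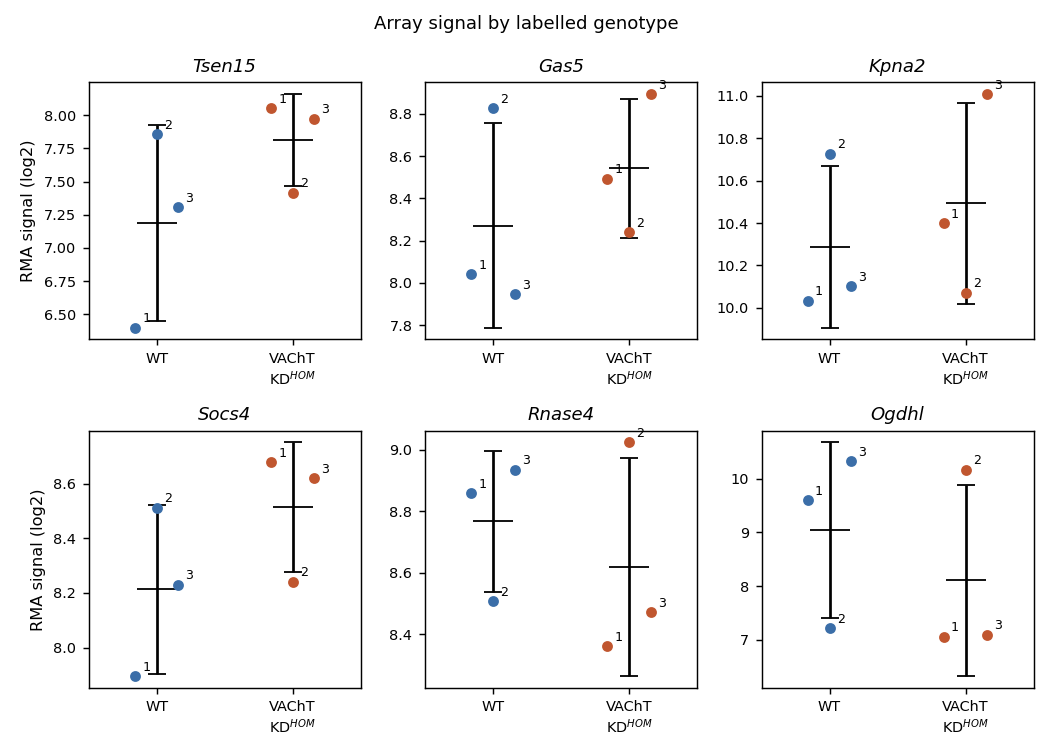
RMA signal (log2, vertical axes) of Tsen15, Gas5, Kpna2, Socs4, Rnase4 and Ogdhl on each array, by labelled genotype. Points are arrays with their replicate number, the horizontal line is the mean and the bars are the SD of 3 arrays. For Ogdhl, the array labelled WT 2 lies at 7.21 and the array labelled VAChT KD HOM 2 at 10.17.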

To examine the robustness of our microarray results, we performed quantitative real-time PCR (qPCR) on four randomly chosen genes which demonstrated a significant increase (Tsen15, Gas5, Kpna2, Socs4) and two genes which demonstrated a significant decrease (Rnase4, Ogdhl) in the microarray analysis. The qPCR results confirmed that the expression of Tsen15, Gas5, Kpna2 and Socs4 were significantly increased and that of Rnase4 and Ogdhl were significantly decreased in the ventricles obtained from VAChT KD^HOM^ mice **(** **Figure 1** **)**, a result which confirms our microarray data. 

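Pnp and Pnp2 encode purine nucleoside phosphorylases, which split inosine and guanosine into the base and ribose 1-phosphate. The mean of both genes was higher on the arrays labelled VAChT KD HOM than on those labelled WT. For both genes the values of the labelled groups overlapped. With the arrays labelled WT 2 and VAChT KD HOM 2 exchanged, chosen after seeing the data, the groups overlapped for neither gene. The log2 signal of Pnp was 8.07 ± 0.56 in WT and 8.61 ± 0.31 in VAChT KD HOM (SD, n = 3 arrays each), a difference of 0.54 (standard error 0.28, limma adjusted p = 0.473). It read 8.07, 8.63 and 7.51 on the arrays labelled WT 1, 2 and 3 and 8.81, 8.25 and 8.77 on those labelled VAChT KD HOM 1, 2 and 3. With 1 array left out, the difference of Pnp ran from 0.257 without WT 3 to 0.818 without WT 2. Pnp2 read 9.49 ± 0.35 and 9.75 ± 0.38 (SD, n = 3 each), a difference of 0.26 (standard error 0.23, limma adjusted p = 0.629).

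The annotation lists the Pnp2 probe set with both Pnp2 and Pnp, so the signal of these neighboring genes may not be separate, and its name here follows Table S1. Other members of the list of purine salvage and breakdown with the smallest p were these. Uox, urate oxidase, whose signal was close to background, differed by -0.35 (standard error 0.10), Slc29a4, a nucleoside and amine transporter, by -0.33 (standard error 0.09), and Nt5c3, a pyrimidine 5'-nucleotidase, by 0.22 (standard error 0.09), each at a limma adjusted p of 0.409. With both arrays numbered 2 left out, a setting chosen after seeing the data, Pnp differed by 1.00 (standard error 0.20, limma adjusted p = 0.353) and Pnp2 by 0.66 (standard error 0.15, limma adjusted p = 0.426), and the list was called as higher by camera (adjusted p = 0.0418, against 0.215 on all arrays), but not with an estimated correlation (0.952) or by fry (0.981). The list holds Pnp, which the study chose on the same arrays.

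**Figure D3:**
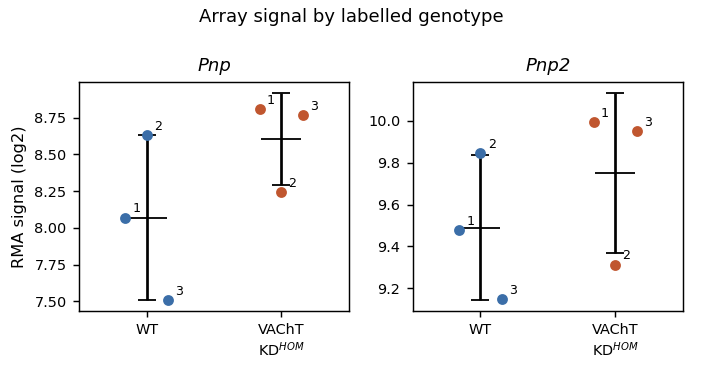
RMA signal (log2, vertical axes) of Pnp and Pnp2 on each array, by labelled genotype. Points are arrays with their replicate number, the horizontal line is the mean and the bars are the SD of 3 arrays. For Pnp the arrays labelled WT lie at 8.07, 8.63 and 7.51 and those labelled VAChT KD HOM at 8.81, 8.25 and 8.77.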

Further analysis of the ventricular microarray suggested a significant upregulation in the expression of two purine nucleoside phosphorylases, Pnp and Pnp2. Both Pnp and Pnp2 are involved in generating hypoxanthine, a metabolite of adenosine [12]. Hypoxanthine, produced in endothelial cells, has been shown to translocate to myocytes [13], [14] and contribute to production of oxygen free radicals following further metabolism to xanthine and urate [15], [16], [17], [18]. Several studies have previously shown that increased ROS levels can play a major role in cardiac dysfunction in different cardiomyopathies Therefore, due to the potential role of these enzymes in contributing to cardiac malfunction in VAChT KD^HOM^ mice, the increased expression of these enzymes was further confirmed via qPCR **(** **Figure 2a, 2b** **)**. Importantly, this transcriptional upregulation in Pnp/Pnp2 led to a significant increase in the protein content of Pnp/Pnp2 in ventricular tissues obtained from VAChT mutant mice **(** **Figure 2c** **)**.

**Figure 1:**
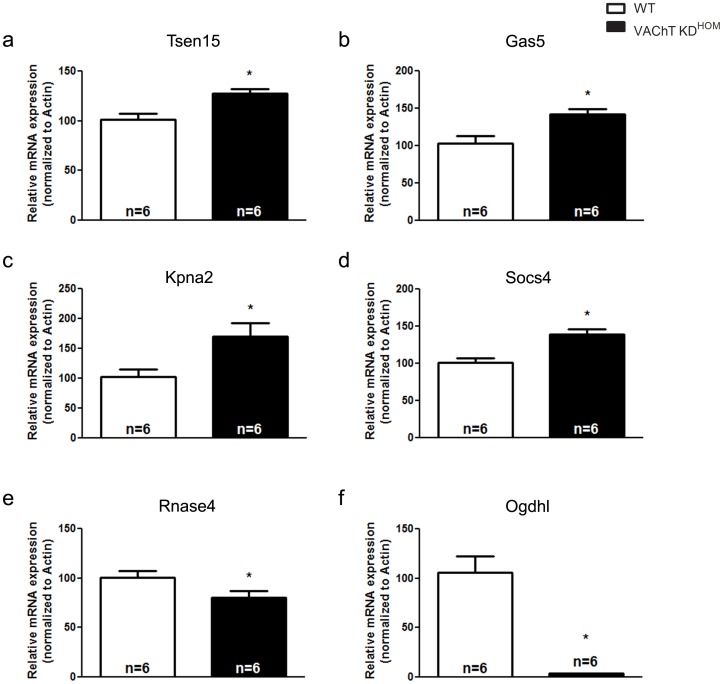
qPCR analysis confirms the expression pattern of several genes detected in the microarray analysis. mRNA expression of tRNA splicing endonuclease 3 (Tsen15; **panel a**), Growth arrest specific 5 (Gas5; **panel b**), karyopherin alpha 2 (Kpna2; **panel c**) and suppressor of cytokine signaling 4 (Socs4; **panel d**) was increased in mutant mice. mRNA analysis of ribonuclease, RNase A family 4 (Rnase4; **panel e**) and oxoglutarate-dehydrogenase like (Ogdhl; **panel f**) confirmed transcriptional downregulation in whole heart RNA from the mutant animals. Data represent the mean ± SEM, with n indicated within bars. *p<0.05 versus wild-type mice.

**Figure 2:**
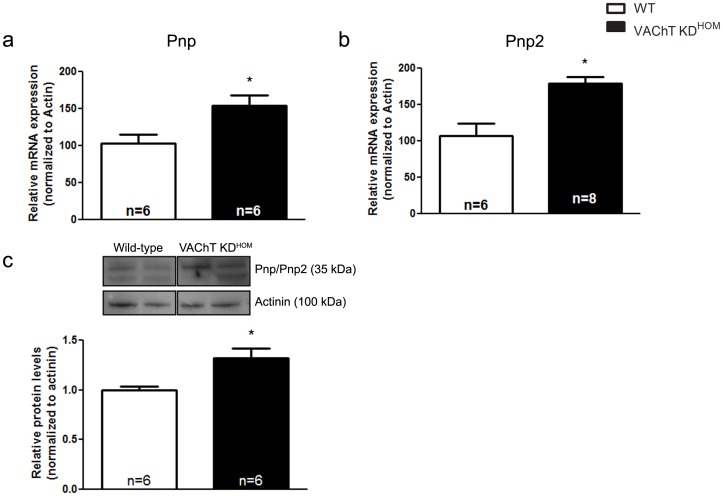
Purine nucleoside phosphorylases are upregulated in the hearts of VAChT KD^HOM^ mice. mRNA expression of purine nucleoside phosphorylase (Pnp; **panel a**) and purine nucleoside phosphorylase 2 (Pnp2, **panel b**) were upregulated. Pnp/Pnp2 protein content appears to upregulated in VAChT KD^HOM^ animals as compared to wild-type mice (**panel c**). Data represent the mean ± SEM, with n indicated within bars. *p<0.05 versus wild-type mice.

### Mitochondrial Superoxide Levels are Increased in VAChT KD^HOM^ Animals

The increased expression of Pnp/Pnp2 in the hearts of mutant mice might predict a greater production of ROS (as determined via superoxide formation) in these mice. Interestingly, cardiomyocytes from VAChT KD^HOM^ hearts showed a significant increase in superoxide levels as compared to wild-type control cells **(** **Figure 3** **)**, suggesting greater levels of ROS production in VAChT KD cardiomyocytes as compared to WT mice.

**Figure 3:**
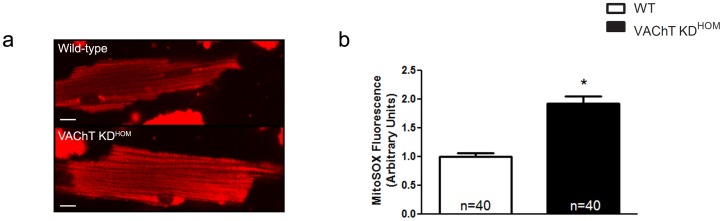
VAChT KD^HOM^ cardiomyocytes show increased levels of ROS. Isolated cardiomyocytes loaded with a MitoSOX superoxide indicator reveal greater ROS levels in mutant myocytes (sample image; **panel a**). A robust, significant increase in fluorescence was observed in the KD cardiomyocytes as compared to wild-type control cells (**panel b**). Data represent the mean ± SEM, with n indicated within bars. *p<0.05 versus wild-type mice. Scale bar = 10 µm.

### Lipid Biosynthesis Appears to be Unaltered in VAChT KD^HOM^ Mice

In addition to changes in ROS, which may contribute to phenotype in these mice, previous work has suggested a decrease in fatty acid oxidation during heart failure can also contribute to further decline in cardiac function [19], [20], [21], [22]. In order to examine potential other changes in transcripts that could affect cardiac energetics in the VAChT mutant mice, we used a candidate gene approach and analyzed specific genes involved in the lipid biosynthetic process. In particular, we studied the expression of ATP citrate lyase (ACLY), acetyl-CoA carboxylase (ACC) and fatty acid synthase (FAS). These genes, related to cardiac metabolism, are known to be altered in severe heart failure [23]. ACLY is responsible for converting citrate into oxaloacetate in the cytoplasm and, in the process, generates a molecule of Acetyl-CoA which is utilized by ACC to produce Malonyl-CoA, the substrate used for the generation of long chain fatty acids by FAS. Real-time PCR revealed a significant upregulation in the expression of all three of these genes in VAChT-mutant mice **(** **Figure 4** **)**. However, assessment of protein expression levels using immunoblotting revealed no significant differences in the protein levels of these enzymes between WT and VAChT mutant mice **(** **Figure 5** **)**.

**Figure 4:**
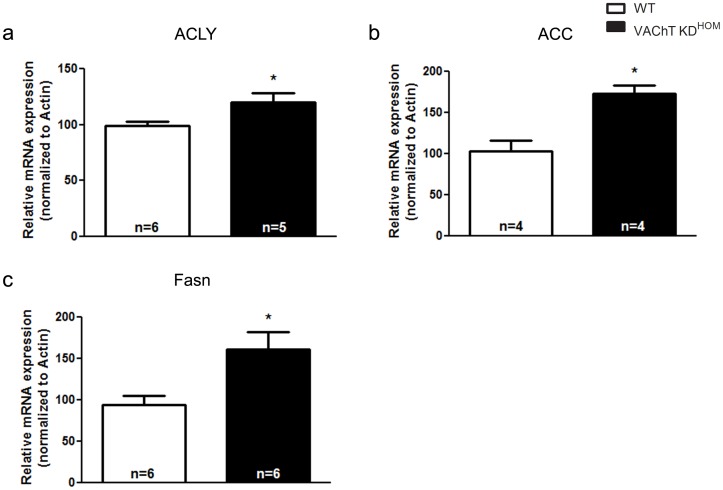
The transcription of genes related to fatty acid biosynthesis is upregulated. mRNA expression of ATP citrate lyase (ACLY, **panel a**), Acetyl-CoA carboxylase (ACC; **panel b**) and fatty acid synthase (FAS; **panel c**) was increased expression in VAChT KD^HOM^ mice. Data represent the mean ± SEM, with n indicated within bars. *p<0.05 versus wild-type mice.

**Figure 5:**
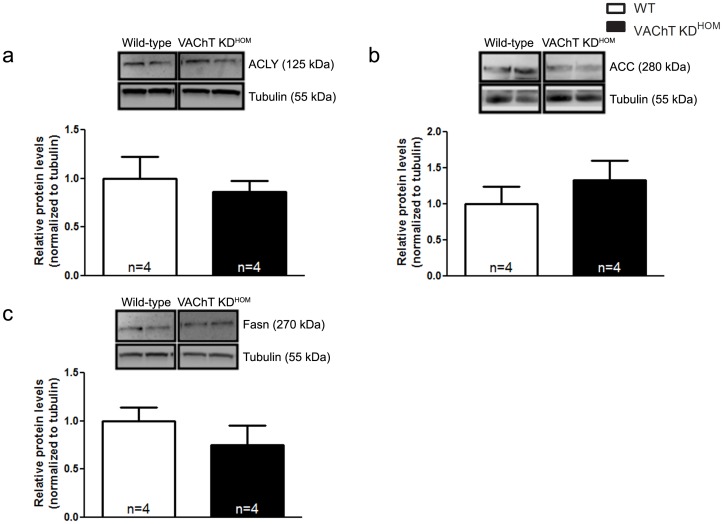
There are no alterations in the protein levels of enzymes involved in lipid biosynthesis. Immunoblotting analysis of ATP citrate lyase (ACLY, **panel a**), Acetyl-CoA carboxylase (ACC; **panel b**) and fatty acid synthase (FAS; **panel c**) revealed no differences in the protein levels of these enzymes in VAChT KD^HOM^ mice. Data represent the mean ± SEM, with n indicated within bars. *p<0.05 versus wild-type mice.

### Analysis of Transcriptional Alterations in Isoproterenol-treated Hearts

It is not clear whether autonomic imbalance due to reduced cholinergic tone has similar consequences to imbalance due to increased sympathetic tone. To examine whether the alterations in gene expression observed in the ventricles of VAChT KD^HOM^ mice were observed in a different model of cardiac dysfunction, we chronically treated wild-type mice with isoproterenol to induce cardiac remodeling. Isoproterenol-treated mice demonstrated a significant increase in heart weight to tibia length ratio as compared to saline-treated mice **(** **Figure 6a** **)**. Furthermore, isoproterenol-treated mice demonstrated a significant increase in the expression of two markers of cardiac stress; namely, β-myosin heavy chain (β-MHC: **Figure 6b**) and atrial natriuretic peptide (ANP; **Figure 6c**). Next we examined potential changes in the expression pattern of genes that displayed altered expression in the VAChT KD^HOM^ mice. Interestingly, most of the genes which were altered in VAChT KD^HOM^ mice were not significantly altered in hearts obtained from isoproterenol-treated mice **(** **Figure 7** **)**. However, the expression of Ogdhl **(** **Figure 7f** **)** was significantly decreased following chronic treatment with isoproterenol, similar to the transcriptional alterations observed in the VAChT mutant mice. The expression of PnP and Pnp2 were not significantly different between isoproterenol-treated and saline-treated mice **(** **Figure 8a, 8b** **)**, suggesting that alterations in these genes are specifically related to a decrease in cholinergic tone.

**Figure 6:**
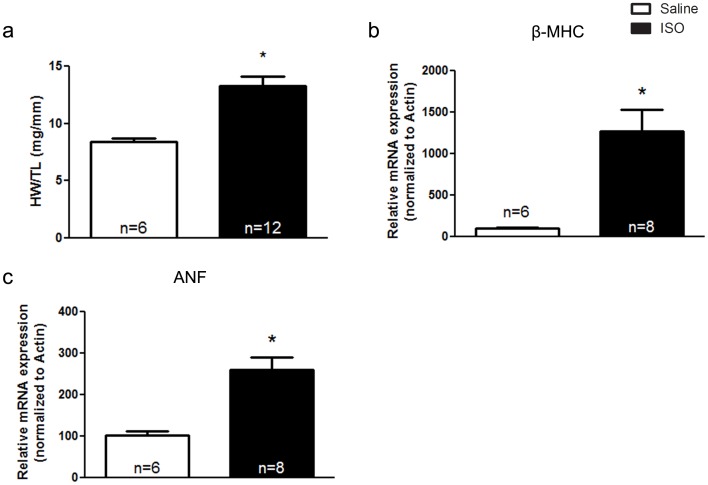
Chronic treatment with isoproterenol (ISO)-induces cardiac remodeling in wild-type mice. Two week ISO treatment led to a significant increase in heart weight/tibia length ratio as compared to saline-treated control mice (**panel a**). The expression of β-myosin heavy chain (β-MHC, **panel b**) and atrial natriuretic factor (ANF, **panel c**) were significantly upregulated in ISO-treated mice. Data represent the mean ± SEM, with n indicated within bars. *p<0.05 versus wild-type mice.

**Figure 7:**
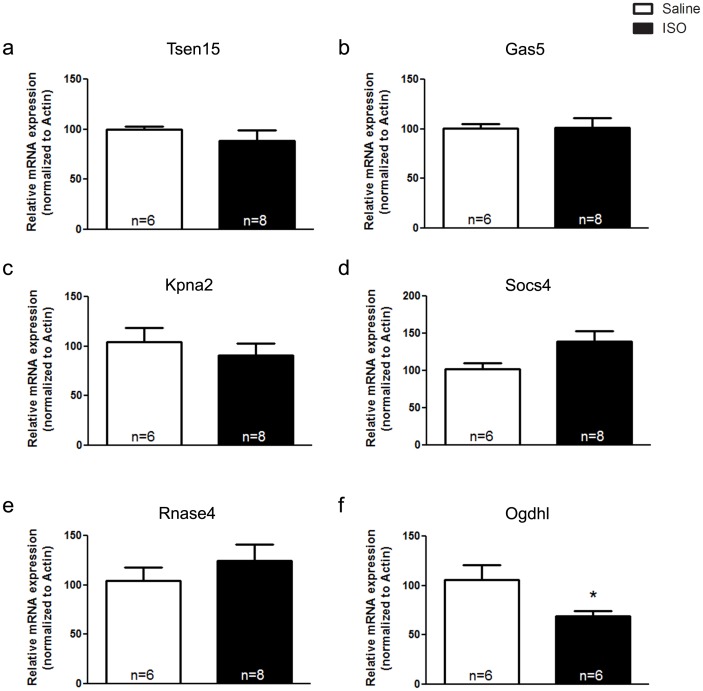
ISO treatment does not lead to the same transcriptional alterations observed in VAChT KD^HOM^ mice. mRNA expression of tRNA splicing endonuclease 3 (Tsen15; **panel a**), Growth arrest specific 5 (Gas5; **panel b**), karyopherin alpha 2 (Kpna2; **panel c**), suppressor of cytokine signaling 4 (Socs4; **panel d**), ribonuclease, RNase A family 4 (Rnase4; **panel e**) and oxoglutarate-dehydrogenase like (Ogdhl; **panel f**) were not significantly altered in the ISO-treated mice as compared to saline-treated controls. Data represent the mean ± SEM, with n indicated within bars. *p<0.05 versus wild-type mice.

**Figure 8:**
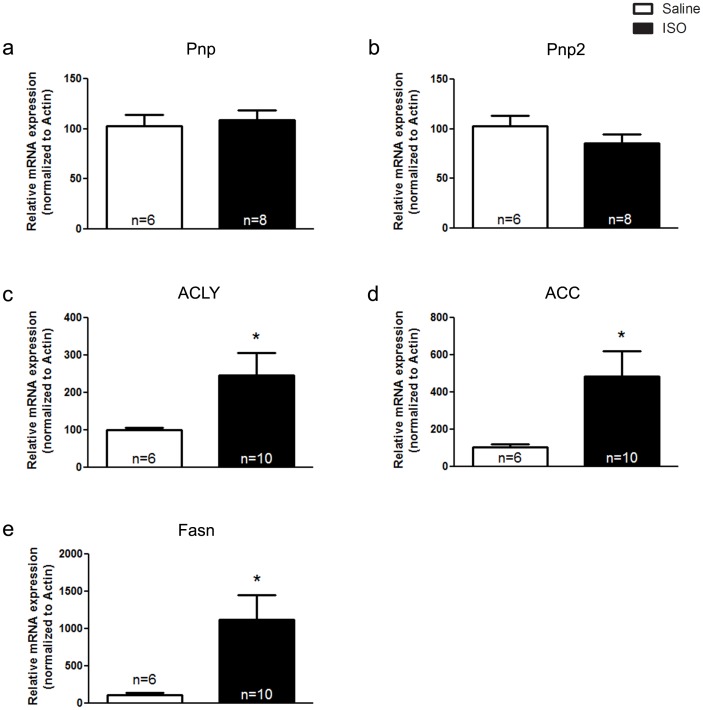
Expression of genes related to fatty acid synthesis is increased following isoproterenol (ISO) treatment. mRNA expression of purine nucleoside phosphrylases (Pnp and Pnp2; **panels a** and **panel b**) were not altered following ISO treatment. ATP citrate lyase (ACLY; **panel c**), acetyl-CoA carboxylase (ACC; **panel d**) and fatty acid synthase (FAS; **panel e**) expression were all significantly increased in ISO-treated mice as compared to saline-treated controls. Data represent the mean ± SEM, with n indicated within bars. *p<0.05 versus wild-type mice.

In contrast to the transcriptional changes found in the microarray experiments, the expression of genes related to the lipid biosynthetic pathway did, in fact, appear to be similarly altered in isoproterenol-treated mice and VAChT KD^HOM^ mice **(** **Figure 8c, 8d, 8e** **)**. Furthermore, the relative change in the expression of these genes was much larger in isoproterenol-treated mice than that observed in VAChT KD^HOM^ hearts. Hence, some, but not all transcriptional alterations are reproduced between isoproterenol-treated mice and VAChT KD^HOM^ mice.

## Discussion

Recent reports have implicated the parasympathetic nervous system in the development and progression of heart failure as well as being a potential therapeutic target in heart disease [24]. Vagal stimulation can improve outcome in experimental heart failure [6] and this can be mimicked by treatment with cholinesterase inhibitors [8]. Our previous studies have demonstrated that mice with a systemic decrease in cholinergic tone develop cardiac dysfunction and exhibit many of the characteristics present in cardiac remodeling [5]. Importantly, in VAChT KD^HOM^ mice, these cardiac defects are ameliorated by cholinesterase inhibitor treatment, implicating release of ACh rather than developmentally-induced changes in the control of heart function. Interestingly, in heart failure, transdifferentiation of sympathetic neurons into a cholinergic phenotype has recently been demonstrated, and this appears to have a protective role [9]. However, the role of acetylcholine in controlling long-term cardiac function is still poorly understood.

The present study examined whether the decrease in parasympathetic tone in VAChT KD^HOM^ mice leads to alterations in cardiac gene expression which may contribute to the observed cardiac dysfunction. Our microarray analysis revealed a number of transcriptional changes with a total of 71 genes being significantly different between these mice. Interestingly, transcript and protein levels of two purine nucleoside phosphorylases (Pnp and Pnp2) were significantly increased in the VAChT mutant mice. Both Pnp and Pnp2 are important enzymes responsible for the conversion of inosine to hypoxanthine and have also been shown to metabolize adenosine into adenine, especially under conditions of cardiac stress [12], [25], [26].

The increased levels of Pnp and Pnp2 in VAChT KD^HOM^ mice may lead to the increased production of hypoxanthine in mutant hearts [12]. Interestingly, endothelial cells in the heart appear to be responsible for the majority of adenosine uptake [27]. In addition, they are responsible for the metabolism of adenosine into several compounds, including hypoxanthine [28]. Increased levels of this adenosine metabolite may serve a key role in the cardiac dysfunction observed in mutant mice. For example, hypoxanthine, produced in endothelial cells, can be taken up by the ENT and ENBT1 transporters into myocytes [13], [14], where it can be further metabolized into xanthine and urate [12]. These metabolites contribute to the production of ROS [15], [16], [17], [18], increased levels of which have been shown to play a role in cardiac and vascular dysfunction in both ischemic and non-ischemic cardiomyopathies [16], [18], [29], [30]. Interestingly, we observed an increase in the levels of ROS in ventricular cardiomyocytes isolated from VAChT KD^HOM^ mice. Oxygen free radicals contribute to declining cardiac function during heart failure via many different mechanisms and result in damage to the myocardium [31], [32]. They can also have detrimental effects specifically in cardiomyocytes as they can activate cell death through both necrotic and apoptotic pathways [33], [34]. Future studies will be necessary to further characterize the mechanisms which lead to increased ROS production in the mutant mice as well as determine the physiological importance of these oxygen free radicals and their role in the observed cardiac dysfunction. However, it is tempting to speculate that these alterations may play a role in the dysfunction found in VAChT mutant mice.

It is important to note that ADP levels are upregulated in heart failure suggesting that failing cardiac tissue utilizes greater amounts of ATP [35]. Under normal conditions, the vasodilatory actions of adenosine may be able to compensate for this increased utilization of ATP by myocardial tissue. However, VAChT KD^HOM^ mice show increased levels of Pnp which has previously been shown to metabolize adenosine into adenine [25], [26]. This may contribute to the inability of the mutant hearts to maintain normal contractile function; an idea which is in accordance with previous research suggesting that the failing heart is energy-starved [36], [37]. It should be noted that these alterations seems to be selectively related to decreased cholinergic function, as the changes observed in the microarray experiments were not observed in isoproterenol-treated mice.

Significant alterations in substrate metabolism have been observed during the progression of heart failure and it is suggested that these changes contribute to cardiac remodeling and dysfunction observed during disease progression [38]. Previous studies have shown that, in end stage heart failure, there is an increase in glucose oxidation coupled with a decrease in fatty acid oxidation and these changes in substrate utilization lead to adverse effects during late stage heart failure [19], [20], [21], [22].

To further examine transcriptional alterations in VAChT mutant hearts that may not have been identified in the microarray, we chose genes related to the lipid biosynthetic pathway (ACLY, ACC and FAS). These pathways have been previously found to be altered in heart failure [23]. In agreement with the notion in cardiac dysfunction these pathways may be altered, chronic treatment with the β-agonist isoproterenol, which mimics the sympathetic overactivation observed in several cardiac diseases, increased mRNA levels for ACLY, ACC and FAS several fold. We also found an increase in mRNA expression of ACLY, ACC and FAS in VAChT mutant mice, suggesting at least some similarities between autonomic imbalance due to decreased cholinergic tone and sympathetic overactivation. Although gene expression changes were confirmed for several genes involved in the generation of long-chain fatty acids in VAChT-mutant mice, the protein levels for these enzymes appeared to be unaltered, although we cannot discard the possibility that their turnover might be increased.

It is important to note that VAChT KD^HOM^ animals exhibit a global decrease in VAChT levels and, therefore, decreased cholinergic tone. This is significant because it has recently been proposed that cardiomyocytes possess the machinery (VAChT, ChAT and CHT1) for *de novo* production of ACh [39], [40] and are able to synthesize and release this neurotransmitter. This non-neuronal ACh may then act in an autocrine/paracrine fashion to amplify neuronal cholinergic signaling [40]. We have recently demonstrated that this non-neuronal cardiomyocyte release of ACh plays an important role in the protection of myocytes against isoproterenol-induced hypertrophy and that VAChT mutant mice are deficient in non-neuronal ACh secretion as well [41]. We cannot discard the possibility that the gene alterations we uncovered here may, at least in part, be due to deficient ACh release from cardiomyocytes. Future studies will be necessary to specifically analyze the importance of this non-neuronal cholinergic system in myocytes and its contribution to the cardiac dysfunction observed after reduced cholinergic tone. This may provide an unanticipated mechanism by which non-neuronal ACh can play an important role in cardiac function.

## Supporting Information

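Table S1 gives, for 71 probe sets of the array, the gene name and symbol, the array's transcript identifier and a normalized fold change, with lower signal in mutants written as a negative fold. It holds 70 symbols, since Llph is listed at 2 probe sets. Of the 71, 52 have a positive and 19 a negative fold change. The positive side holds Mrpl20, Mrpl22 and Mrpl47 of the mitochondrial ribosome, the nucleolar RNAs Snord1c, Snord34 and Snora26 (listed as Dancr in the annotation), and the membrane proteins Ms4a6b and Ms4a6d of macrophages. On the negative side are the olfactory receptors Olfr229 and Olfr1087, the vomeronasal receptor Vmn1r210, the taste receptor Tas2r115 and the skin protein Lce1c. Of the 19 probe sets with a negative fold, 13 had a mean signal over the 6 arrays below the 95th percentile of the olfactory receptor probe sets, and of the 52 with a positive fold 4 did. Chromosome 14 carries 11 of the 70 genes, among them Ogdhl, Ccnb1ip1, Pnp, Pnp2, Socs4, Rnase1 and Rnase4, and no other chromosome carries more than 6.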

Table S1 **Genes which show transcriptional alterations in ventricles from VAChT KD^HOM^ mutant mice.**
(PDF) Click here for additional data file.

# Supplementary material for: An Analysis of the Myocardial Transcriptome in a Mouse Model of Cardiac Dysfunction with Decreased Cholinergic Neurotransmission
**Source:** PLoS One. 2012 Jun 29;7(6):e39997. doi: 10.1371/journal.pone.0039997
**Supplement:** Table S1 — Genes which show transcriptional alterations in ventricles from VAChT KDHOM mutant mice.

**Table S1 – Genes which show transcriptional alterations in ventricles from VACHT KD<sup>HOM</sup> mutant mice.**

| Gene Name                                                 | Gene Symbol | Transcript ID | RefSeq ID          | Normalized fold-change |
|-----------------------------------------------------------|-------------|---------------|--------------------|------------------------|
| tRNA splicing endonuclease 15 homolog (S. cerevisiae)     | Tsen15      | 10536593      | NM_025677          | 1.89193                |
| cyclin B1 interacting protein 1                           | Ccnb1ip1    | 10419465      | NM_001111119       | 1.84595                |
| purine-nucleoside phosphorylase                           | Pnp         | 10414514      | NM_013632          | 1.73353                |
| growth arrest specific 5                                  | Gas5        | 10351026      | NR_002840          | 1.58404                |
| karyopherin (importin) alpha 2                            | Kpna2       | 10497503      | NM_010655          | 1.56091                |
| small nucleolar RNA, C/D box 1C                           | Snord1c     | 10382844      | NR_028569          | 1.55143                |
| purine-nucleoside phosphorylase 2                         | Pnp2        | 10414527      | NM_001123371       | 1.5345                 |
| MU-2/AP1M2 domain containing, death-inducing              | Mudeng      | 10414449      | NM_144535          | 1.53211                |
| ribonuclease, RNase A family, 1 (pancreatic)              | Rnase1      | 10419563      | NM_011271          | 1.46911                |
| mitochondrial ribosomal protein L47                       | Mrpl47      | 10497703      | NM_029017          | 1.43058                |
| membrane-spanning 4-domains, subfamily A, member 6D       | Ms4a6d      | 10466210      | NM_026835          | 1.41185                |
| calmodulin binding transcription activator 1              | Camta1      | 10518835      | NM_001081557       | 1.40688                |
| small nucleolar RNA, C/D box 34                           | Snord34     | 10563110      | NR_002455          | 1.40542                |
| acyl-CoA thioesterase 10                                  | Acot10      | 10427883      | NM_022816          | 1.40355                |
| LysM, putative peptidoglycan-binding, domain containing 2 | Lysmd2      | 10587226      | NM_027309          | 1.40225                |
| suppressor of cytokine signaling 4                        | Socs4       | 10414350      | NM_080843          | 1.39699                |
| centrosome and spindle pole associated protein 1          | Cspp1       | 10344817      | NM_026493          | 1.39383                |
| listerin E3 ubiquitin protein ligase 1                    | Ltn1        | 10440568      | NM_001081068       | 1.39239                |
| killer cell lectin-like receptor subfamily A, member 9    | Klra9       | 10548511      | ENSMUST00000088019 | 1.39002                |
| protein tyrosine phosphatase-like A domain containing 1   | Ptplad1     | 10594501      | NM_021345          | 1.38888                |
| profilin 2                                                | Pfn2        | 10498309      | NM_019410          | 1.38519                |
| LLP homolog, long-term synaptic facilitation (Aplysia)    | Llph        | 10515293      | NM_025431          | 1.3812                 |
| triadin                                                   | Trdn        | 10362454      | NM_029726          | 1.37467                |
| COBW domain containing 1                                  | Cbwd1       | 10466818      | NR_033744          | 1.37322                |
| S-adenosylmethionine decarboxylase 1                      | Amd1        | 10447510      | NM_009665          | 1.3687                 |
| LLP homolog, long-term synaptic facilitation (Aplysia)    | Llph        | 10603702      | NM_025431          | 1.36867                |
| mitochondrial ribosomal protein L20                       | Mrpl20      | 10511149      | NM_025570          | 1.3685                 |
| phosphatidylserine decarboxylase, pseudogene 2            | Pisd-ps2    | 10447517      | NR_003519          | 1.36647                |
| microRNA 208a                                             | Mir208a     | 10419932      | NR_029724          | 1.35736                |
| NADH dehydrogenase (ubiquinone) 1 alpha subcomplex        | Ndufaf1     | 10486284      | NM_027175          | 1.35388                |
| membrane-spanning 4-domains, subfamily A, member 6B       | Ms4a6b      | 10461622      | NM_027209          | 1.34442                |

|                                                                        |          |          |                    |          |
|------------------------------------------------------------------------|----------|----------|--------------------|----------|
| <b>Mki67 (FHA domain) interacting nucleolar phosphoprotein</b>         | Mki67ip  | 10349239 | NM_026472          | 1.34429  |
| <b>La ribonucleoprotein domain family, member 7</b>                    | Larp7    | 10514383 | NM_138593          | 1.3437   |
| <b>ribonuclease H2, subunit B</b>                                      | Rnaseh2b | 10415791 | NM_026001          | 1.34199  |
| <b>tubulin cofactor A</b>                                              | Tbca     | 10406710 | NM_009321          | 1.337    |
| <b>FAST kinase domains 1</b>                                           | Fastkd1  | 10483521 | NM_177244          | 1.32967  |
| <b>chromatin modifying protein 5</b>                                   | Chmp5    | 10504008 | NM_029814          | 1.32433  |
| <b>mitochondrial ribosomal protein L22</b>                             | Mrpl22   | 10376320 | NM_175001          | 1.32406  |
| <b>SH3-binding domain glutamic acid-rich protein</b>                   | Sh3bgr   | 10437180 | NM_015825          | 1.32303  |
| <b>DCN1, defective in cullin neddylation 1, domain containing 5</b>    | Dcun1d5  | 10583034 | NM_029775          | 1.31991  |
| <b>M phase phosphoprotein 6</b>                                        | Mphosph6 | 10478283 | NM_026758          | 1.31718  |
| <b>DnaJ (Hsp40) homolog, subfamily B, member 11</b>                    | Dnajb11  | 10434675 | NM_001190804       | 1.3166   |
| <b>HIG1 domain family, member 1A</b>                                   | Higd1a   | 10597871 | NM_019814          | 1.31585  |
| <b>polymerase (DNA directed), iota</b>                                 | Poli     | 10459655 | NM_011972          | 1.31454  |
| <b>small nucleolar RNA, H/ACA box 26</b>                               | Snora26  | 10522465 | NR_031758          | 1.31066  |
| <b>mediator of RNA polymerase II transcription, subunit 31 homolog</b> | Med31    | 10388154 | NM_026068          | 1.31001  |
| <b>cAMP-regulated phosphoprotein 19</b>                                | Arpp19   | 10587104 | NM_021548          | 1.30743  |
| <b>TDP-glucose 4,6-dehydratase</b>                                     | Tgds     | 10422259 | NM_029578          | 1.30694  |
| <b>FtsJ methyltransferase domain containing 1</b>                      | Ftsjd1   | 10575376 | NM_146215          | 1.30622  |
| <b>isopentenyl-diphosphate delta isomerase</b>                         | Idi1     | 10482762 | NM_145360          | 1.30457  |
| <b>transmembrane protein 19</b>                                        | Tmem19   | 10372488 | NM_133683          | 1.3031   |
| <b>E2F transcription factor 6</b>                                      | E2f6     | 10394690 | NM_033270          | 1.30278  |
| <b>olfactory receptor 1087</b>                                         | Olfr1087 | 10484626 | NM_146846          | -1.30118 |
| <b>vomer nasal 1 receptor 210</b>                                      | Vmn1r210 | 10408150 | NM_134235          | -1.30189 |
| <b>protease, serine-like 1</b>                                         | Prssl1   | 10370644 | NM_001042710       | -1.30456 |
| <b>microRNA 501</b>                                                    | Mir501   | 10603304 | NR_030496          | -1.30937 |
| <b>ninein</b>                                                          | Nin      | 10396146 | NM_008697          | -1.31064 |
| <b>LIM homeobox protein 2</b>                                          | Lhx2     | 10471833 | NM_010710          | -1.31587 |
| <b>zinc finger protein 160</b>                                         | Zfp160   | 10442177 | ENSMUST00000088811 | -1.31771 |
| <b>thymocyte selection associated</b>                                  | Themis   | 10362350 | NM_178666          | -1.3193  |
| <b>olfactory receptor 229</b>                                          | Olfr229  | 10584516 | NM_146613          | -1.31993 |
| <b>angiopoietin-like 4</b>                                             | Angptl4  | 10450038 | NM_020581          | -1.32425 |
| <b>taste receptor, type 2, member 115</b>                              | Tas2r115 | 10548665 | NM_207020          | -1.32888 |
| <b>3-phosphoglycerate dehydrogenase</b>                                | Phgdh    | 10500529 | NM_016966          | -1.32932 |
| <b>transmembrane protein 121</b>                                       | Tmem121  | 10399021 | NM_153776          | -1.34042 |

|                                           |        |          |              |          |
|-------------------------------------------|--------|----------|--------------|----------|
| neuropilin (NRP) and tolloid (TLL)-like 1 | Neto1  | 10457091 | NM_144946    | -1.34581 |
| cyclin M2                                 | Cnnm2  | 10468249 | NM_033569    | -1.3752  |
| peripherin 2                              | Prph2  | 10445633 | NM_008938    | -1.38184 |
| ribonuclease, RNase A family 4            | Rnase4 | 10414537 | NM_021472    | -1.4077  |
| late cornified envelope 1C                | Lce1c  | 10493889 | NM_028622    | -1.42251 |
| oxoglutarate dehydrogenase-like           | Ogdhl  | 10413874 | NM_001081130 | -7.53128 |

How the deposited data were processed for this re-analysis (not part of the article)

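Gene expression was measured in heart RNA of 3-month-old male WT and VAChT KD HOM mice on 6 Affymetrix Mouse Gene 1.0 ST arrays, 3 per genotype, each holding a pool of 2 RNA samples. Arrays were grouped by the genotype in their labels and numbered as there. The labels name the heart and C57BL/6, and the paper names ventricles and a mixed background with 3 generations of backcrossing; the groups follow what both state, the genotype.

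The authors scanned the arrays with Command Console 1.1 and summarised the probes to gene level with RMA in Partek Genomics Suite 6.5, so the deposited values are log2 signals, normalized across arrays, for 35556 probe sets. The genome build and annotation behind them are not given in the sources used here. Probe sets were named from the platform annotation that was supplied with the values; chromosomes came from a RefSeq table of the assembly GRCm38.p6. In the annotation 21789 probe sets carry 1 gene symbol, 1621 carry several and 12146 are unlisted; those with several symbols were not named. Probe sets of Table S1 carry the name that the table gives, also where the annotation lists several symbols, another one or none. Of the probe sets with 1 symbol, 21698 have a chromosome in the RefSeq table, and 19938 different genes are covered. Distances to Slc18a3 were taken from that table.

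The log2 values were used as deposited, without a filter. Each probe set was tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3 (VAChT KD HOM minus WT), with Benjamini-Hochberg adjustment over all probe sets. Calls were counted at an adjusted p of 0.05, at the paper's thresholds of an unadjusted p of 0.05 and 1.3-fold with limma, and at those thresholds with the methods' ANOVA. A fold change is the ratio of geometric means, and a lower signal is written as a negative fold. Fold changes were called equal to those of Table S1 within 0.0001. For a gene that the paper names or a gene list holds, with several probe sets, the value is that of the identifier in Table S1 or, failing that, of the probe set with the highest mean over the 6 arrays; those of Gas5, Kpna2 and Tsen15 are given side by side, and those of Acaca differ (0.03 and 0.28).

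The 39 gene lists, covering metabolism, cardiac function, cell types and multigene families, were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, over 1 probe set per gene. Calls on chromosome 14, which carries Slc18a3, and within 20 Mb of that gene were compared with all other genes by Fisher's exact test, two-sided. Genes named for the size of their fold were picked as single probe sets, whichever of a gene's probe sets that was. The genes named were every gene the paper names; the 12 with the largest fold in each direction among those with 1 symbol, an unadjusted p of 0.05, 1.3-fold and no overlap between groups; genes at an adjusted p of 0.05 (none had a symbol); up to 4 members of a list with the smallest p; and the members of Table S1 with the 5 largest and 5 smallest ratios between the table's fold and the one computed here. These rules, the tests and the lists were set before the data were examined, when Table S1 had been read. Left out of these rules are the genes of Table S1 that reached 1.3-fold and the examples of its composition, which were picked after their values were seen. Also outside them are the genes of Table S1 whose fold differs from the paper's by more than the SD between arrays. The same holds for those within 20 Mb of Slc18a3. Both groups are named in full in the closing parts.

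Alternatives were a further quantile normalization, centring on the median, filters on dim probe sets, other settings of eBayes, array weights, the replicate number as a block, each array left out in turn, other ways to treat several probe sets, and other thresholds. Leaving out both arrays numbered 2, exchanging them between the groups, and restricting counts to probe sets listed with a gene were added after seeing the data. The depth of an array has no count; signal was set against that of 1023 olfactory receptor probe sets (median 4.71, 95th percentile 6.51). The procedure was tested on 20 simulated data sets of 3 arrays against 3 with 200 changed among 35556 probe sets: at the paper's thresholds with limma it found 81.9% of those changed by 0.5 on the log2 scale, 97.8% of those changed by 1 and 99.8% of those changed by 2, and at an adjusted p of 0.05 it found 22.2%, 73% and 93.4%. Of the unchanged probe sets it called on average 509.9 per data set at the paper's thresholds and 6.05 at the adjusted p. RT-qPCR, protein and ROS measurements and the isoproterenol experiment were not analysed here.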

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

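The thresholds below were set before the data were examined, and all tests that weigh an explanation in this part were chosen after the results had been seen.

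Among the 12146 probe sets that the annotation does not list with a gene, which the paper does not discuss, 1000 passed an unadjusted p of 0.05 and 1.3-fold with limma between the labelled groups, 635 higher and 365 lower. That is 8.23%, against 1.49% (348) of the 23410 probe sets listed with a gene. Over all probe sets, listed or not, the split of such calls depended on the scaling, with more higher than lower calls under each. It was 754 higher and 594 lower as deposited, 777 and 409 after a further quantile normalization and 1125 and 268 with median centring. The unlisted probe sets had a median signal of 6.11 and a median SD between arrays of a group of 0.178, against 7.32 and 0.112 for the listed ones. What the unlisted probe sets measure is not known here, and control probes of the array may be among them. Their calls are therefore not read as changes of genes.

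The array's only probe set at an adjusted p of 0.05 in limma is one of them, probe set 10338185, for which no gene is listed. It read 3.47, 3.52 and 3.60 on the arrays labelled WT 1 to 3 and 4.72, 4.86 and 4.77 on those labelled VAChT KD HOM 1 to 3, a log2 difference of 1.25 (standard error 0.08, adjusted p = 0.0231), with all 3 arrays of the mutants above all 3 of WT. Its signal lies close to the median of the olfactory receptor probe sets, 4.71. With limma no probe set passed an adjusted p of 0.05 with any array left out, with the replicate number as a block or under either signal filter, both of which remove this probe set. The methods' ANOVA called 0 probe sets at an adjusted p of 0.05, and limma called 4174 at an unadjusted p of 0.05.

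Other splits of the 6 arrays into 3 against 3, 10 in all, are too few for a share under 0.05. The labels gave 1 probe set at an adjusted p of 0.05 and the highest of the other splits also gave 1, so that 2 of the 10 splits gave as many. At 1.3-fold and an unadjusted p of 0.05 the labels gave 1348 with limma and the highest other split 796, and with the methods' ANOVA 587 and 345; in both cases 1 of the 10 splits, the labelled one, gave as many.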

How the results depend on the processing

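Leaving out both arrays numbered 2, exchanging them and restricting the counts to probe sets listed with a gene were chosen after seeing the data, as were the 10 lists whose values are followed across settings; every other setting was set before. The 40 single genes gave 676 values across the settings, of which 549 had the same direction and side of an unadjusted p of 0.05 as on the labelled groups, 80 lost it, 26 gained it and 21 changed sign. The causes of the changes below were not tested, except where a setting tests fewer probe sets or moves a threshold. The signal limits the reading of genes below the olfactory receptors' 95th percentile of 6.51, which include most genes of Table S1 with a negative fold.

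The count at an adjusted p of 0.05, 1 by the labels, was 3 with robust eBayes, with array weights and at an adjusted p of 0.1, and 0 under both filters, with 1 probe set per gene, with probe sets averaged, with the ANOVA, with both arrays numbered 2 left out, on listed probe sets and with any array left out. The limma count at 1.3-fold, 1348, was 467 above the median of all probe sets, 578 above the olfactory receptors' 95th percentile, 290 with 1 probe set per gene, 281 with probe sets averaged, 3102 at 1.2-fold, 464 at 1.5-fold, 524 at an unadjusted p of 0.01, 587 with the ANOVA, 2800 with both arrays numbered 2 left out, 796 with them exchanged, 401 with limma fitted to listed probe sets alone (348 of these pass when it is fitted to all) and 841 to 2173 with 1 array left out. The ANOVA count, 587, was 176 and 232 under the filters, 128 with 1 probe set per gene, 123 averaged, 1441 at 1.2-fold, 204 at 1.5-fold, 110 at an unadjusted p of 0.01, 345 with the arrays exchanged, 161 on listed probe sets and 307 (without the array labelled WT 1) to 794 (without WT 2) with 1 array left out. Of the genes of Table S1, 6 reached 1.3-fold by the labels, 15 with median centring, 1 with array weights, 3 with 1 probe set per gene, 64 without both arrays numbered 2, 71 with them exchanged, and 2 (without WT 1) to 42 (without WT 2) with 1 array left out. Of the 17 genes the paper names, 1, Myh7, passed an unadjusted p of 0.05 in limma; this was 0 with array weights and with the ANOVA, 2 with 1 probe set per gene or averaged, 9 without both arrays numbered 2, 8 with them exchanged and 0 to 4 with 1 array left out.

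The difference of Slc18a3, -0.08, changed sign to 0.20 without both arrays numbered 2 and 0.35 with them exchanged, and ran from -0.27 to 0.13 with 1 array left out. Chat changed from -0.02 to 0.058 with quantile normalization, 0.045 with median centring, 0.098 without both arrays numbered 2 and 0.152 with them exchanged, and ran from -0.147 to 0.085 with 1 array left out. Kpna2 changed from 0.21 to -0.02 with array weights and ran from -0.052 to 0.426. Acly, 0.01, was -0.026 with quantile normalization, -0.036 without both arrays and -0.057 with them exchanged, and ran from -0.039 to 0.044. Acaca, 0.03, was -0.063 without both arrays and -0.115 with them exchanged, and ran from -0.105 to 0.101. Acacb was -0.044 with them exchanged, and Fasn ran from -0.264 to 0.08. BC023105 was -0.129 with the arrays exchanged and Ppp1r12b -0.006 with 1 probe set per gene.

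Of the lists, 11 were called by the labels, 6 above the olfactory receptors' 95th percentile, 0 with an estimated correlation, 0 with fry, and 5 (without VAChT KD HOM 3) to 23 (without VAChT KD HOM 1) with 1 array left out. With an estimated correlation the adjusted p was 0.903 for each of the called lists followed here, and with fry it was 0.636 for olfactory receptors, neighboring organs and immediate early genes, 0.749 for small nucleolar RNAs, 0.86 for mitochondrial ribosomal proteins and 0.978 for fatty acid synthesis and atrial markers. Respiratory complexes III to V were called with quantile normalization (0.0436). Fatty acid synthesis was not called with quantile normalization (0.357), median centring (0.0744), the filters (0.587 and 0.385) or without both arrays numbered 2 (0.43), and ranged from 0.00895 to 0.418 with 1 array left out. Atrial markers were not called under the filters (0.277 and 0.163; 0.000476 to 0.282), nor immediate early genes without both arrays numbered 2 (0.215; 0.00133 to 0.192). Under each filter only 2 lists were called as higher, mitochondrial ribosomal proteins and small nucleolar RNAs. Complex I, the proteasome and cytosolic ribosomal proteins were therefore not called as higher there. Without both arrays, purine salvage (0.0418), antioxidant enzymes (0.0197; 0.007 to 0.353), cholesterol synthesis (0.0163), lymphocyte markers (0.0323) and macrophage markers (0.0304) were called at the preset correlation, and 0 lists with an estimated one (lowest adjusted p = 0.952) or with fry (0.981). The cardiac stress program ranged from 0.00575 to 0.429. The odds ratio of calls on chromosome 14, 0.909, was above 1 with 1 probe set per gene (1.19), averaged (1.24), at an unadjusted p of 0.01 (1.28), without both arrays numbered 2 (1.36) and with them exchanged (3.38), was 1 within 40 Mb of Slc18a3, and ranged from 0.401 to 1.36 with 1 array left out; the exchanged grouping alone gave a p under 0.05.

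The replicate numbers do not pair the arrays: the deviations from the group means of arrays with the same number correlated at 0.0573, -0.125 and 0.133, and not every array correlated best with its own number. With the number as a block, limma called 0 probe sets at an adjusted p of 0.05 and 1489 at 1.3-fold, the ANOVA counted 397, 13 lists were called at the preset correlation, the cardiac stress program (0.041) and antioxidant enzymes (0.0457) among them, and the odds ratio was 1.05. Without the block, camera with an estimated correlation gave an adjusted p of 0.903 for both of these lists.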

Differences from the paper's values

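The comparison with probe sets listed with a gene, and the settings that leave out or exchange both arrays numbered 2, were chosen after seeing the data; the other settings were set before.

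The paper counts 71 differentially expressed genes, 52 of them higher and 19 lower. At the thresholds it states, with its ANOVA on the arrays as labelled, 161 probe sets listed with a gene passed, 41 higher and 120 lower (587 over all probe sets). The split turns with the scaling, to 54 higher and 45 lower after a further quantile normalization and 93 higher and 29 lower with median centring. Of the settings fixed before the data were examined, the total lies within 1.5 times that of the paper with a further quantile normalization (99), above the median of all probe sets (52), above the olfactory receptors' 95th percentile (70), without the array labelled WT 1 (52) and without the array labelled VAChT KD HOM 3 (58). It does not with median centring (122), a replicate block (107), 1 probe set per gene (128), probe sets averaged (123), 1.2-fold (747), 1.5-fold (7), an unadjusted p of 0.01 (35) or any other array left out (198 to 343). The number of lower genes, 120 against the paper's 19, lies within 1.5 times, among the settings fixed before, only at an unadjusted p of 0.01 (27).

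Fold changes at 17 of the 71 probe sets of Table S1 differ from the paper's by more than the SD between arrays of a labelled group. With the paper's fold first and the one from the labelled groups second, they are Ogdhl (-7.53128 and -1.92), Ccnb1ip1 (1.84595 and 1.16), Kpna2 (1.56091 and 1.15), Rnase4 (-1.4077 and -1.11), Pfn2 (1.38519 and 1.09), Amd1 (1.3687 and 1.07), Llph (1.36867 and 1.12), Mrpl20 (1.3685 and 1.06), Fastkd1 (1.32967 and 1.11), Chmp5 (1.32433 and 1.06), Angptl4 (-1.32425 and -1.02), Mrpl22 (1.32406 and 1.02), Sh3bgr (1.32303 and 1.11), Dcun1d5 (1.31991 and 1.07), Poli (1.31454 and 1.07), Med31 (1.31001 and 1.07) and Vmn1r210 (-1.30189 and -1.06). The fold of Ogdhl, whose SD is wide, still differed from the paper's by 3.91 without the array labelled WT 2. Without the array labelled VAChT KD HOM 2 it differed by 3.61. Leaving out either of these arrays brings all 17 within the SD between arrays. Median centring does so for Kpna2, Pfn2, Amd1, Llph, Mrpl20, Fastkd1, Chmp5, Sh3bgr, Dcun1d5, Poli and Med31, quantile normalization for Poli and Rnase4, leaving out VAChT KD HOM 1 for Kpna2, WT 1 for Amd1 and WT 3 for Fastkd1, and no other setting fixed before does so for any of the 17. Over all 71, the number that differ is 17 on the labelled groups, 8 with median centring, 24 with quantile normalization, 32 without VAChT KD HOM 1, 44 without WT 1 and 34 without WT 3. The other 54 fold changes lie within it, and all 71 have the paper's sign.

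The paper states that Tsen15, Gas5, Kpna2, Socs4, Rnase4 and Ogdhl were significantly changed on the arrays, and proposes the same for Pnp and Pnp2. On the arrays as labelled they have the paper's direction, and none of the 71 probe sets of Table S1 passed an unadjusted p of 0.05 with the ANOVA and 1.3-fold. With limma, Klra9 and Nin passed these thresholds. The paper's gene ontology analysis showed no robust pathway; with other lists and camera at its preset correlation 11 of 39 lists were called here, and none with an estimated correlation.

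When the arrays labelled WT 2 and VAChT KD HOM 2 are exchanged between the groups, a setting chosen after seeing the values, all 71 fold changes lie within 0.0001 of those of Table S1, the largest difference being 3.6e-05, all 71 pass the paper's thresholds, and none of its 71 calls is dropped. The count of listed probe sets is then 79, 60 higher and 19 lower, where 12 listed probe sets that are not in Table S1 pass too. With both arrays numbered 2 left out, also chosen after seeing the values, 2 of the 71 fold changes differ from the paper's by more than the SD. Of the 71, 64 reach 1.3-fold, 67 pass an unadjusted p of 0.05 in limma and 7 fall below 1.3-fold. The count of listed probe sets is then 245.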

Other observations

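In this part the lists, the test of calls on chromosome 14 and its window were set before the data were examined, when Table S1 had been read; all tests that weigh an explanation, the exchange of arrays and the tests on the genes of Table S1 themselves were chosen after the results were seen.

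Several lists fixed in advance that no passage describes held genes which differed between the labelled groups without passing camera. In cholesterol synthesis (19 genes, median 0.03, camera adjusted p = 0.0824) Hsd17b7 read 0.90 higher (standard error 0.36) and Idi1 0.37 higher (standard error 0.13) on the arrays labelled VAChT KD HOM. In the unfolded protein response list (median -0.01, 0.938) the amino acid stress gene Asns differed by -0.64 (standard error 0.24) and Herpud1 by -0.41 (standard error 0.17). Lymphocyte markers (median -0.08, 0.119) held 5 genes lower and none higher at an unadjusted p of 0.05, among them the T cell genes Cd8a at -0.40 (standard error 0.13), Cd3d at -0.39 (standard error 0.12) and Cd247 at -0.32 (standard error 0.10), of which Cd3d lies below the olfactory receptors' 95th percentile. In the circadian clock list (median -0.16, 0.268) Cry1 differed by -0.32 (standard error 0.10). Nerve and Schwann cell markers (median -0.11, 0.0673) and autonomic signaling (median -0.02, 0.877) share Th, the enzyme of catecholamine synthesis, at -0.34 (standard error 0.13). With both arrays numbered 2 left out, cholesterol synthesis (0.0163) and lymphocyte markers (0.0323) were called at the preset correlation, and neither with an estimated one (0.952 for both). No gene in these lists passed an adjusted p of 0.05 in limma, the lowest being 0.409.

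The remaining lists were not called either on all arrays, although at the preset correlation macrophage markers were without both arrays numbered 2 (0.0304; 0.952 with an estimated one) and respiratory complexes III to V with a further quantile normalization (0.0436). The adjusted p in camera was 0.296 for fatty acid oxidation, 0.383 for ion channels, 0.383 for the tricarboxylic acid cycle, 0.472 for glycolysis, 0.862 for serine and one-carbon metabolism, 0.268 for extracellular matrix, 0.877 for the cell cycle, 0.619 for endothelial, 0.268 for fibroblast, 0.268 for macrophage, 0.183 for smooth muscle, 0.242 for erythroid, 0.472 for adipocyte, 0.828 for ventricular cardiomyocyte and 0.842 for mesothelial markers, 0.442 for sex-linked genes and 0.263 for respiratory complexes III to V. In fatty acid oxidation the median (-0.0189) and mean (0.00324) differ in sign, as they do in ion channels (-0.000883 and 0.00873) and in respiratory complexes III to V (0.0061 and -0.00678), and in the tricarboxylic acid cycle, glycolysis, serine metabolism and endothelial markers both are below 0 while camera, which sets a list against other genes, has it higher. Other splits of the 6 arrays, 10 in all, are too few for a share under 0.05. The labels gave 11 called lists, 7 of the 10 splits gave as many or more and the highest gave 27, so that a structure among the arrays other than the labelled genotype and a correlation within lists above the preset 0.01, estimated at 0.069 to 0.469 in the 11 called lists, both stay open; no test here separates them, and with the estimated correlation 0 lists were called.

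The paper measured lipid synthesis genes by RT-qPCR and reports Acly, ACC and Fas as higher in VAChT KD HOM mice. On the labelled arrays Acly differed by 0.01 (standard error 0.08), Acaca by 0.03 (standard error 0.13), Acacb by 0.10 (standard error 0.10) and Fasn by -0.13 (standard error 0.18), at limma adjusted p-values of 0.679 to 0.969. Myh7, beta myosin heavy chain, differed by -0.49 (standard error 0.20, adjusted p = 0.414) and Nppa, atrial natriuretic peptide, by 0.16 (standard error 0.14, adjusted p = 0.615).

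A first pattern is that the labelled groups do not give the fold changes of Table S1. Another normalization as the whole cause is argued against, since the deposited values give every fold change within 3.6e-05 once the arrays labelled WT 2 and VAChT KD HOM 2 are exchanged, and so is a single array under the wrong label, since 0 of the fold changes are matched by any split of 2 against 4 arrays. The exchange matched 71 of 71 and the highest of the other 9 splits of 3 against 3 matched 0, so a candidate explanation is that these 2 arrays stand in different groups in the labels and in Table S1. Which grouping is the true one stays open. Slc18a3, the targeted gene, differed by -0.0807 (standard error 0.20) between the labelled groups and by 0.35 between the exchanged ones. It was not lower in the mutants by more than its error under either. Whether its probe set would show the knockdown is not known here, so Slc18a3 does not decide. Genes within 20 Mb of it that Table S1 does not hold differed more often than others between the exchanged groups (odds ratio 2.212) and not between the labelled ones (0.844). That lies on the side of wrong labels, in a region picked from reading Table S1 itself. Over all probe sets the labelled groups gave more calls at 1.3-fold and an unadjusted p of 0.05 in limma (1348 against 796). They also gave more probe sets without overlap (6809 against 4567, where chance gives 10%). These counts cannot tell genotype from another difference between arrays, since the first principal component, with 43.4% of the variance, separates the labelled groups. What lies behind that component was not tested. At an adjusted p of 0.05 limma called 1 probe set under each grouping. By the labels it was probe set 10338185, which is close to background and has no listed gene. Between the exchanged groups it was Ogdhl (-2.91, standard error 0.18, limma adjusted p = 0.0255), which lies near Slc18a3 but was chosen by Table S1 itself. RT-qPCR in the paper runs as Table S1 does for Ogdhl, Rnase4, Tsen15, Gas5, Kpna2, Socs4, Pnp and Pnp2, and does not settle which array is which.

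A second pattern is that genes of Table S1 lie near Slc18a3, in mice backcrossed for 3 generations. Of its 70 genes, 11 are on chromosome 14 (odds ratio 5.16, 95% interval 2.43 to 9.97, Fisher's exact p = 3.18e-05). Within 20 Mb of Slc18a3 lie 8 (odds ratio 8.47, 95% interval 3.47 to 17.95, Fisher's exact p = 1.17e-05). Within 10 Mb lies 1 (2.21, Fisher's exact p = 0.369) and within 40 Mb lie 10 (5.73). Fisher's test takes the genes as independent. The signal of the neighbors Pnp and Pnp2 may not be separate, so these p-values may be too small and the intervals too narrow. The test planned on the labelled groups was negative, with 9 of 699 genes on chromosome 14 called against 271 of 19157 elsewhere (odds ratio 0.909, 95% interval 0.409 to 1.76, Fisher's exact p = 1). A response to reduced cholinergic signaling that takes no account of position does not explain the excess, since no window of that size on another chromosome holds more than 4 genes of the table. Probes that mismatch a strain variant carried with the altered allele would lower the signal of mutants, which argues against them by sign alone, since the choice of the table's genes by their p largely fixes that each passes 2 standard errors, for the 6 nearby genes that are higher in it, Pnp, Pnp2, Socs4, Ccnb1ip1, Mudeng and Rnase1, and leaves them open for the 2 that are lower, Ogdhl and Rnase4. A chromosome segment of another strain, carried along in breeding, is a hypothesis in line with the genes that Table S1 does not hold, of which, in its grouping, 10.8% within 20 Mb of Slc18a3 differed at an unadjusted p of 0.05 in limma against 5.18% elsewhere (odds ratio 2.212, 95% interval 1.474 to 3.22, Fisher's exact p = 0.000114), with 8.75% and 10.2% in the labelled groups (0.844, p = 0.498); a regional effect of the altered allele was not tested.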
